A study of Lactiplantibacillus plantarum with 3 samples. Its data were reported in "Molecular adaptation of Lactobacillus plantarum WCFS1 to gallic acid revealed by genome-scale transcriptomic signature and physiological analysis" (2015).

How the data were processed

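A set of 3 arrays, each holding RNA of a culture of L. plantarum WCFS1 exposed to 1.5 mM gallic acid (GA) for 10 min and RNA of its untreated control culture, were analysed as 1 group of 3 replicate ratios. The labels call them biological replicates, while the methods of the study describe more culture pairs per dose than there are arrays, and pooling of RNA is not mentioned in the sources used here. Per the labels, RNA was reverse transcribed with aminoallyl nucleotides and coupled to Cy3 or HyPer5, with anchored oligo(dT) named as the primer, although bacterial mRNA mostly lacks long poly(A) tails. All arrays lay on 1 slide and came from 1 scan, so no slide or scan effect could be tested. Treated and control RNA of a pair share an array, and the pairing is thereby part of each ratio.

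The authors deposited the scanner output of each array, in which spot brightness is an intensity on a linear scale. Per the file headers it was made with Feature Extraction 10.7.3.1, whereas the methods of the study name another scanner and its software. The deposited scanner files also hold a log10 ratio of red over green made by that software, and other columns with 0 or 1 for spots that are well above background, saturated or outliers. The authors also deposited a table of log2 signals before normalisation and one of log2 signals after it. Per the file headers of the authors' results table, the background was corrected by normexp with an offset of 50, loess was applied within and quantile normalisation between arrays, and each spot was tested with limma and a rank-based method, giving p-values and false discovery rates in the authors' deposited table. The ratios in that table equalled the difference of the signals in the normalised table within 0.005, the rounding of the former. Their direction matched the dyes in the labels.

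Mean foreground and median background intensities were read for 15208 gene spots and 536 control spots per array. The background was corrected by normexp with an offset of 50 and the ratios were normalised by loess within each array, with control spots at weight 0, in limma 3.58.1 under R 4.3.3. Spots marked as non-uniform or population outliers in either channel were left out, which were 19.2%, 16.9% and 18.2% of the gene spots of replicates 1, 2 and 3. No gene spot was saturated. Of the gene spots of replicates 1, 2 and 3, 98.9%, 83.6% and 99.9% were well above background for the GA RNA and 92.1%, 88.1% and 98.2% for the control RNA. The sign of each log2 ratio was turned to GA over control from the dyes in the labels. Spots of a probe were averaged, then probes of a gene. Most genes (2966) had 3 probes, and 12 genes had 35 probes printed in 16 to 17 spots each, including the decarboxylase genes.

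Gene ratios were fitted with lmFit and eBayes without a dye term (2 residual and 5.58 prior degrees of freedom), and p-values were adjusted by Benjamini-Hochberg over 3042 genes. A gene was called at an adjusted p under 0.05 and a fold of at least 1.5 in either direction. Fold changes are given with 95% confidence intervals from the moderated standard errors. The same test was run on 8398 probes. Lists with at least 3 measured genes (16 lists) were tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry, with adjustment over the lists. With the estimated correlation no list passed an adjusted p of 0.05. That form of the test rests on the 2 residual degrees of freedom, so a lost call does not show correlated genes as the cause. The estimated correlation was below the preset one for the other core genes (-0.21) and the GlnR genes (-0.17), whose calls were lost too. Neighbouring calls were counted in locus-tag order and compared with 100000 permutations. A further 7 lists were added after the identifiers and before the ratios were seen, namely the ribosomal protein span, the groEL, atpC, pst and cps4 neighbourhoods, the purine pair and the tRNA probes.

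The identifiers of the files are locus tags without gene names, and the gene table used here is of another strain whose tags share none with them. Names are those the paper pairs with a locus tag, and 22 lists that were fixed as symbol patterns were not analysed here, nor were plasmid genes. No genomic coordinates are given. The genes named in the text were fixed before the data were examined as every measured gene of the lists the study named, the 12 largest rises and the 12 largest falls among called genes with one sign on all 3 arrays, members of the longest runs of adjacent calls, all genes listed as PCR controls and up to 4 genes of smallest p from each other list. Other genes named beside them were chosen after their values were seen, namely lp_0273, lp_2949 and lp_2953, with the dye term lp_0415, lp_3581a and lp_tRNA44, and in the closing section lp_0168 to lp_0171, lp_0250, lp_1670 to lp_1682, lp_2027, lp_2028 and lp_3012.

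The steps were tested on simulated spots with known ratios and the spread of these arrays, over 3042 genes. The error of a gene was drawn independently for each array, so differences shared by replicates 1 and 2 alone were left out. The rates below may therefore not hold for these data. Of 50 genes each, 16% of those changed 1.5-fold, 64% of those changed 2-fold and 100% of those changed 4-fold or 16-fold were called, beside 4 false calls among 2823 unchanged genes. Genes changed 1.5-fold lie at the fold minimum of a call, so their share is limited by that threshold and not by the spread alone. Recovered log2 ratios of the genes changed 4-fold or 16-fold were 0.86 of those simulated, so that strong simulated ratios were understated. These genes were drawn at random, and the factor does not carry over to a given gene. With an offset of 0 the ratios of lpdC on replicates 1, 2 and 3 moved from 6.72, 6.72 and 7.96 to 6.81, 6.83 and 8.14. Alternatives covered the background correction, the offset, the normalisation, the software's own ratios, the authors' normalised table, a dye term, a filter that removed 908 dim probes, the outlier spots, the summary of probes, the variance model, the thresholds and each array left out. Their effect stands in the closing section.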

Results

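Transcript ratios of Lactobacillus plantarum WCFS1, a lactic acid bacterium found on plant material and in the gut, were measured on 3 two-colour arrays. Each array held RNA of a culture exposed for 10 min to 1.5 mM gallic acid (GA), a phenolic acid of plant foods, and RNA of an untreated control culture. The labels call the 3 arrays biological replicates of paired cultures. The methods of the study describe more culture pairs per dose than there are arrays, and whether RNA of several cultures was pooled on an array is not given, so that n counts arrays and each SD is a spread between arrays. Replicates 1 and 2 carried the GA cDNA in Cy3 and the control cDNA in HyPer5, and replicate 3 carried them the other way round. The arrays held 15208 spots of 9023 probes for 3046 genes, and 3042 genes had enough values to be tested. The low number of arrays limits the precision of every ratio below. All ratios are GA over control on the log2 scale, so that a value above 0 is a higher transcript level after GA.

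The comparison asked which transcripts respond to GA within 10 min. The strongest rises were in the genes of gallate decarboxylase, the enzyme that converts GA to pyrogallol, and in the ion transporter gene next to one of them. The gene lpdC (lp_2945), coding for a subunit of the enzyme, was 140.4-fold higher (95% confidence interval 94.8 to 207.8), with a log2 ratio of 7.13 ± 0.72 (SD, n = 3). The transporter gene lp_2943 was 57.8-fold higher (41.5 to 80.6), with a log2 ratio of 5.85 ± 0.57 (SD, n = 3). The subunit genes lpdD (lp_0272) and lpdB (lp_0271) were 22.0-fold (17.8 to 27.3) and 21.3-fold (16.4 to 27.6) higher. Their log2 ratios were 4.46 ± 0.21 and 4.41 ± 0.38 (SD, n = 3). The adjusted p from limma was 4.22e-06 for lpdC, lp_2943 and lpdD and 4.71e-06 for lpdB. All 4 genes of the list of gallate decarboxylase and transport rose, and all 4 were also called when adjusted over the list alone. As a set they lay above the other genes in limma's camera test with a preset correlation (adjusted p = 1.64e-18), a call that was lost with an estimated correlation (adjusted p = 0.125). The fry test of a movement in one direction gave an adjusted p of 0.00730. This list was chosen by the study on these samples and is not independent evidence of a direction.

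The 3 other genes that the study put in its core response rose too. The gene lp_2940, coding for a surface protein, was 11.5-fold higher (9.48 to 13.9), with a log2 ratio of 3.52 ± 0.090 (SD, n = 3) and an adjusted p of 4.22e-06. The gene lp_0274, coding for a transcriptional regulator, was 4.74-fold higher (3.92 to 5.73), with a log2 ratio of 2.24 ± 0.055 (SD, n = 3) and an adjusted p of 5.75e-05. The tannase gene tanB (lp_2956), whose product releases GA from tannins, was 3.28-fold higher (2.59 to 4.16), with a log2 ratio of 1.71 ± 0.30 (SD, n = 3) and an adjusted p of 0.00183. The probes of tanB disagreed in size, with mean log2 ratios between 0.72 and 2.22. All 3 genes were called when adjusted over the list alone, and this list was also chosen by the study on these samples. Its camera test gave an adjusted p of 6.93e-12 with a preset correlation, and the call was lost with an estimated correlation (adjusted p = 0.119). Its fry test gave an adjusted p of 0.00692.

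In all, 11 of the 3042 genes tested passed an adjusted p of 0.05 and a fold of 1.5, of which 9 rose and 2 fell. The ammonium transporter gene amtB (lp_0349) fell by 1.58 on the log2 scale (SD 0.27, n = 3), a 2.98-fold lower level (2.37 to 3.75), with an adjusted p of 0.00221. The gene dsdA (lp_2776), coding for D-serine dehydratase, fell by 0.87 (SD 0.16, n = 3), a 1.82-fold lower level (1.49 to 2.24), with an adjusted p of 0.0457. Smaller rises were called for lp_2948, at 1.88-fold (1.56 to 2.28), and for the membrane protein gene lp_2954, at 1.87-fold (1.53 to 2.29). Their adjusted p were 0.0258 and 0.0382. With the ratios of the scanner software lp_2954 stood at 1.62 on the log2 scale and was not called (adjusted p = 0.163). Every called gene had one sign on all 3 arrays and at all of its probes. Each of its RNAs was well above background at at least 1 of its probes on every array. Tested one by one, 21 probes were higher and 2 were lower at the same thresholds, and 42 probes passed without replicate 3. The balance of 9 higher and 2 lower genes moved to 9 and 8 in the normalised table of the authors, to 9 and 7 with quantile normalisation of both channels, a setting chosen after seeing the data, and to 7 and 3 with the ratios of the scanner software. The calls of dsdA, lp_2948 and lp_2954 were lost without replicate 1 and without replicate 2, which left 8 called genes in either case. Those of dsdA and lp_2954 were also lost without replicate 3, when 9 genes were higher and 5 lower. Without replicate 3, here and below, both arrays left carried GA in Cy3, so a dye effect cannot be told from one of GA. In the authors' deposited table, tested per spot, 14 genes had at least 1 spot at a false discovery rate under 0.05 and a fold of at least 1.5.

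**Figure D1:**
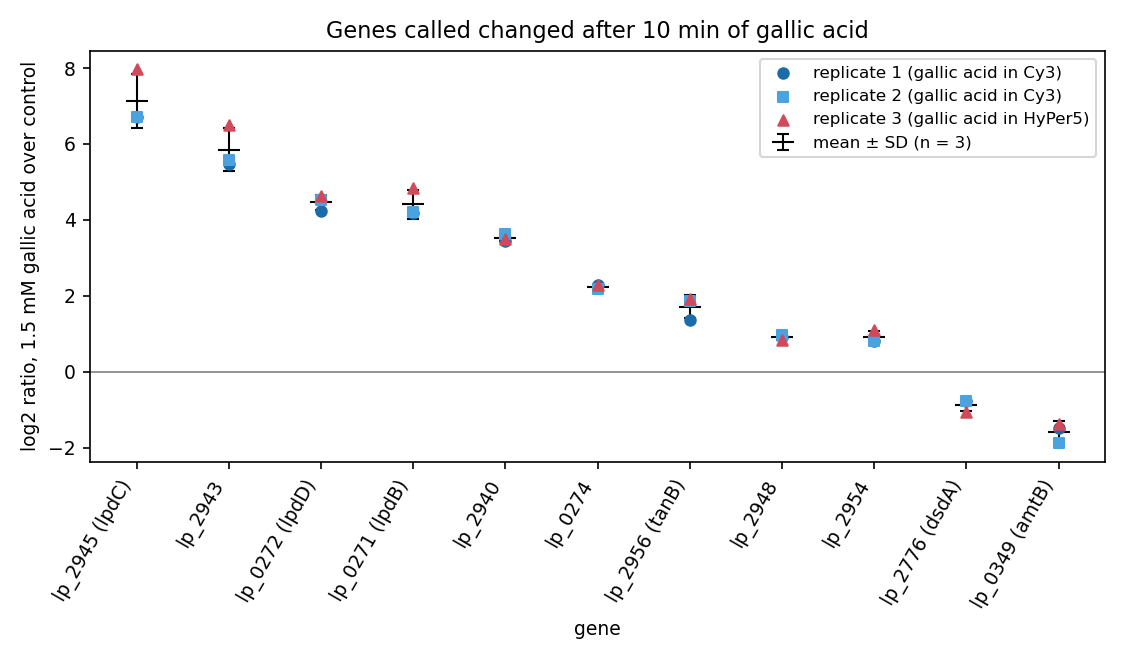
Log2 ratio of GA over control (vertical axis) for the 11 called genes (horizontal axis), with a marker per array and a black bar at the mean with its SD (n = 3). The ratios run from 7.13 for lpdC to -1.58 for amtB, and the 3 arrays lie on one side of 0 for each gene.

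The rises were concentrated at 2 loci. Among 3028 genes in locus-tag order, 4 pairs of measured neighbours were both called in one direction, and the highest number in 100000 permutations of the calls was 2 (one-sided permutation p = 1e-05, the smallest these permutations can give). Only 2 pairs were left without replicate 1, without replicate 2, with median centring and with the ratios of the scanner software. The runs were lpdB with lpdD, then lp_2943 with lpdC and lp_2948, then lp_2954 with tanB. Around lpdB, from lp_0268 to lp_0276, 3 of 8 measured genes rose and 5 did not pass. Among those, lp_0273 had a log2 ratio of 0.96 ± 0.80 (SD, n = 3) and lp_0275 one of 0.79 ± 0.58 (SD, n = 3). Around lpdC, from lp_2937 to lp_2960, 6 of 15 measured genes rose and 9 did not pass. The gene lp_2949, coding for a membrane protein, stood at 0.74 ± 0.11 (SD, n = 3, adjusted p = 0.0855) and was called with a trended, robust variance, while lp_2953, amid the called genes, stood at 0.08 ± 0.16 (SD, n = 3). When adjusted over the list alone, 5 genes around lpdB and 8 around lpdC were higher. Both neighbourhoods hold genes that the study chose on these samples. Their camera tests gave adjusted p of 9.18e-13 around lpdB and 3.16e-17 around lpdC with a preset correlation, and both calls were lost with an estimated correlation (adjusted p = 0.119 for each), while the fry test gave an adjusted p of 0.00730 for each.

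**Figure D2:**
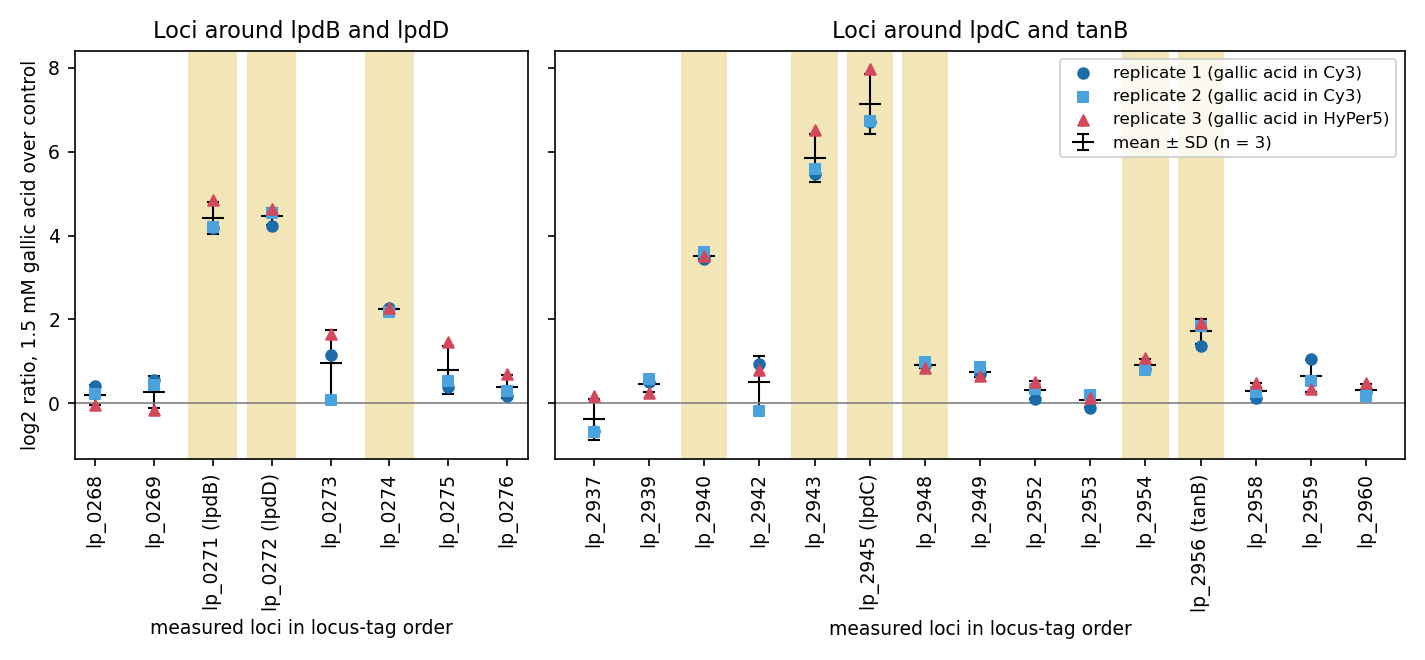
Log2 ratio of GA over control (vertical axis) for the measured loci around lpdB and lpdD and around lpdC and tanB (horizontal axes, in locus-tag order, not to genomic scale), with a marker per array and the mean ± SD (n = 3). Shaded columns mark called genes: 3 of 8 in the left panel and 6 of 15 in the right panel.

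The question of nitrogen metabolism was addressed with the genes tied to GlnR, the repressor of nitrogen assimilation genes. The study named them, some on these samples and most at a higher dose. Of the 5 measured genes, only amtB fell, both over all genes and adjusted over the list alone. The other 4 did not pass, although each was below 0 on all 3 arrays. They were the aspartate ammonia-lyase gene lp_2830 at -0.51 ± 0.026, the glutamine synthetase gene glnA (lp_1581) at -0.48 ± 0.22, the repressor gene glnR (lp_1580) at -0.39 ± 0.14 and the glutamine transport gene lp_0803 at -0.34 ± 0.053 (SD, n = 3 each). As a set the 5 genes lay below the other genes in limma's camera test with a preset correlation (median log2 ratio -0.48, adjusted p = 5.14e-07). The call was lost with an estimated correlation (adjusted p = 0.125). The fry test of a movement in one direction gave an adjusted p of 0.00730. The set holds amtB and lp_0803, which the study lists as changed at this dose, and was not tested without them. Its tests are therefore not independent evidence of a direction.

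The 6 genes from lp_2739 to lp_2744, which code for parts of ABC transporters, a small peptide and the regulator Lp_2742, showed no call. Their median was -0.11 (camera adjusted p = 0.105), or -0.059 without replicate 1 and -0.22 with median centring and in the authors' normalised table, with no call in these settings, and none was called when adjusted over the list alone. The fry test gave an adjusted p of 0.181 for one direction and 0.0297 for a change in either direction. The lowest were lp_2739 at -0.36 ± 0.071 and lp_2740 at -0.24 ± 0.26, followed by lp_2743 at -0.11 ± 0.085 and lp_2742 at -0.11 ± 0.31 (SD, n = 3 each). The remaining genes, lp_2741 at 0.018 ± 0.31 and lp_2744 at 0.0037 ± 0.13, turned sign under several of the normalisations tried, and lp_2742 turned to 0.031 without replicate 1.

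None of the 3 genes of the list of ribose and phosphoketolase passed over all genes. The phosphoketolase gene xpkA (lp_2659) stood at -0.70 ± 0.38, the ribose gene lp_3659 at -0.40 ± 0.44 and the ribose gene lp_3660 at -0.21 ± 0.24 (SD, n = 3 each). The paper is not uniform on the ribose genes. It describes lp_3659 as a transport, kinase or mutarotase gene in different places, and lp_3660 as a kinase or transport gene. Adjusted over the list alone, 1 was lower. The set lay below the other genes in the camera test with a preset correlation (adjusted p = 0.00714), a call that was lost with an estimated correlation (adjusted p = 0.248). The fry test, which asks whether a set moved and not whether it differs from other genes, gave an adjusted p of 0.134. Its median of -0.40 was -0.15 without replicate 1. Among 8 other genes that the study named at a higher dose, lp_2954 rose and 7 did not pass, and their median was 0.042 (camera adjusted p = 0.819), turning to -0.066 without replicate 1 and -0.036 without replicate 2. Adjusted over the list alone, 1 of the 8 was higher. The fry test of these 8, with lp_2954 among them, gave an adjusted p of 0.310 for one direction and 0.00830 for a change in either direction. The transglycosylase gene lp_3015 stood at -0.47 ± 0.16, the transaminase gene lp_0822 at -0.32 ± 0.13, lp_1424 at -0.28 ± 0.27 and lp_1425 at -0.17 ± 0.36 (SD, n = 3 each). The glutamine-binding protein gene glnH (lp_2312) stood at 0.33 ± 0.27, the glucosamine-6-phosphate deaminase gene nagB (lp_0226) at 0.29 ± 0.11 and the hydrolase gene lp_2229 at 0.26 ± 0.55 (SD, n = 3 each).

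Lists of other functions held no gene that passed over all genes. The chaperonin gene groEL (lp_0728) stood at -0.78 ± 0.086 (SD, n = 3, adjusted p = 0.0614) and its neighbour lp_0727 at -0.70 ± 0.40 (SD, n = 3, adjusted p = 0.243). Both were lower when adjusted over this list of 2 genes alone, and the study named groEL on these samples. Over all genes groEL was called without background correction (adjusted p = 0.0327), in the authors' normalised table (adjusted p = 0.0166) and with quantile normalisation of both channels (adjusted p = 0.0231). The gene lp_0727 was called in that table (adjusted p = 0.0289), with that normalisation (adjusted p = 0.0441) and without replicate 3 (adjusted p = 0.0415). The ribosomal protein span, 23 measured genes from lp_1036 to lp_1061, was taken by locus tag. Not every member is named as a ribosomal protein gene in the sources used here. Its median was -0.067 (camera adjusted p = 0.608), and this median turned to 0.13 with a dye term. It was -0.49 without replicate 3 (adjusted p = 5.90e-10) and 0.16 without replicate 2 (adjusted p = 0.0492), opposite in direction and both past the threshold with the preset correlation, and 0.086 without replicate 1. The estimated correlation of this span was 0.84 over the 3 arrays, where the adjusted p was 0.938 with that correlation and 0.924 in the fry test. Members of this span differed between the dye orientations, as did lp_1038, at -0.53 and -0.61 on replicates 1 and 2 and 0.66 on replicate 3. Further members were lp_1060 at -0.17 ± 0.75, lp_1039 at -0.15 ± 0.64 and lp_1058 at 0.19 ± 0.15 (SD, n = 3 each), the last turning to -0.23 with median centring. The 8 genes around the ATP synthase gene atpC had a median of 0.29 (camera adjusted p = 0.00477), which turned to -0.13 with median centring in place of loess. With an estimated correlation the adjusted p was 0.229, and in the fry test it was 0.0175. Members of that group with the smallest p were lp_2365 at 0.34, lp_2368 at 0.32, lp_2366 at 0.31 and lp_2367 at 0.30, all of which turned below 0 with median centring.

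The 10 genes around the capsule gene cps4D had a median of -0.16 (camera adjusted p = 0.00353; adjusted p = 0.313 with an estimated correlation and 0.181 in the fry test), with lp_2104 at -0.35, lp_2101 at -0.29, cps4D (lp_2105) at -0.25 and lp_2100 at -0.25. This call was also lost without replicate 3 (adjusted p = 0.0638) and with median centring (adjusted p = 0.359), and the median was -0.41 with the ratios of the scanner software, -0.27 without background correction and -0.28 without replicate 2, the call being kept in these. The 6 genes around the phosphate transport gene pstC had a median of -0.13 (camera adjusted p = 0.0882), from lp_0747 at -0.22, lp_0749 at -0.16 and lp_0748 at -0.15 to lp_0746 at -0.11. The purine genes lp_3270 and lp_3271 stood at -0.11 and -0.084. The genes of p-coumarate decarboxylase and its regulator, a further phenolic acid response, stood at -0.40 ± 0.28 for lp_3665 and -0.021 ± 0.13 for lp_3664 (SD, n = 3 each). Of prophage Lp1, 55 genes were measured with a median of 0.082 (camera adjusted p = 0.0843) and values of up to 0.50 for lp_0656, beside lp_0628 at 0.44, lp_0625 at 0.36 and lp_0629 at 0.35. That list passed without replicate 2 (adjusted p = 0.0492), with a dye term (adjusted p = 0.0184) and with median centring (adjusted p = 6.32e-05), all with the preset correlation. Over the 3 arrays the adjusted p was 0.277 with an estimated correlation and 0.134 in the fry test. Of prophage Lp2, 76 genes were measured with a median of -0.10 (camera adjusted p = 0.00500; adjusted p = 0.313 with an estimated correlation and 0.204 in the fry test), which turned to 0.016 with median centring and was -0.066 without replicate 1. Its members with the smallest p were lp_2446 at -0.46, lp_2424 at -0.38, lp_2475 at -0.35 and lp_2407 at -0.35. The 14 tRNA genes had a median of 0.039 and a mean of 0.023 while the camera test pointed downwards (adjusted p = 0.857), and the median turned to -0.023 without replicate 1, -0.12 without replicate 3 and -0.20 with median centring, there past the threshold with the preset correlation (adjusted p = 0.0155). Over the 3 arrays the adjusted p was 0.942 with an estimated correlation, 0.924 in the fry test of one direction and 7.51e-05 in that of a change in either direction. They ranged from lp_tRNA12 at -0.77 and lp_tRNA21 at -0.35 to lp_tRNA50 at 0.59 and lp_tRNA40 at 0.58 among those of smallest p. Adjusted over each list alone, 1 tRNA was lower and no gene of the other lists of this paragraph was called.

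Genes listed as internal controls for PCR gave the background of the comparison, of which ldhD, gapB, dnaG and gyrA served to normalise the PCR of the study. Of the 8 measured, none was called over all genes or adjusted over the list alone, and their median was -0.024 (camera adjusted p = 0.663), which turned to 0.048 without replicate 3 and was -0.23 with median centring, past the threshold with the preset correlation (adjusted p = 0.0196). Over the 3 arrays the adjusted p was 0.857 with an estimated correlation and 0.253 in the fry test. The values were 0.15 for rpoB (lp_1021), 0.11 for rpoD (lp_1962), 0.072 for dnaG (lp_1963), 0.032 for gyrB (lp_0006), -0.080 for recA (lp_2301), -0.18 for gyrA (lp_0007) and -0.22 for ldhD (lp_2057), the first 4 of them turning below 0 with median centring. The gene gapB (lp_0789), coding for glyceraldehyde-3-phosphate dehydrogenase, stood apart at -0.41 ± 1.72 (SD, n = 3), with -1.50 and -1.29 on replicates 1 and 2 and 1.57 on replicate 3. It was called lower without replicate 3, at -1.40 (adjusted p = 0.0106), on arrays that both carried GA in Cy3.

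**Figure D3:**
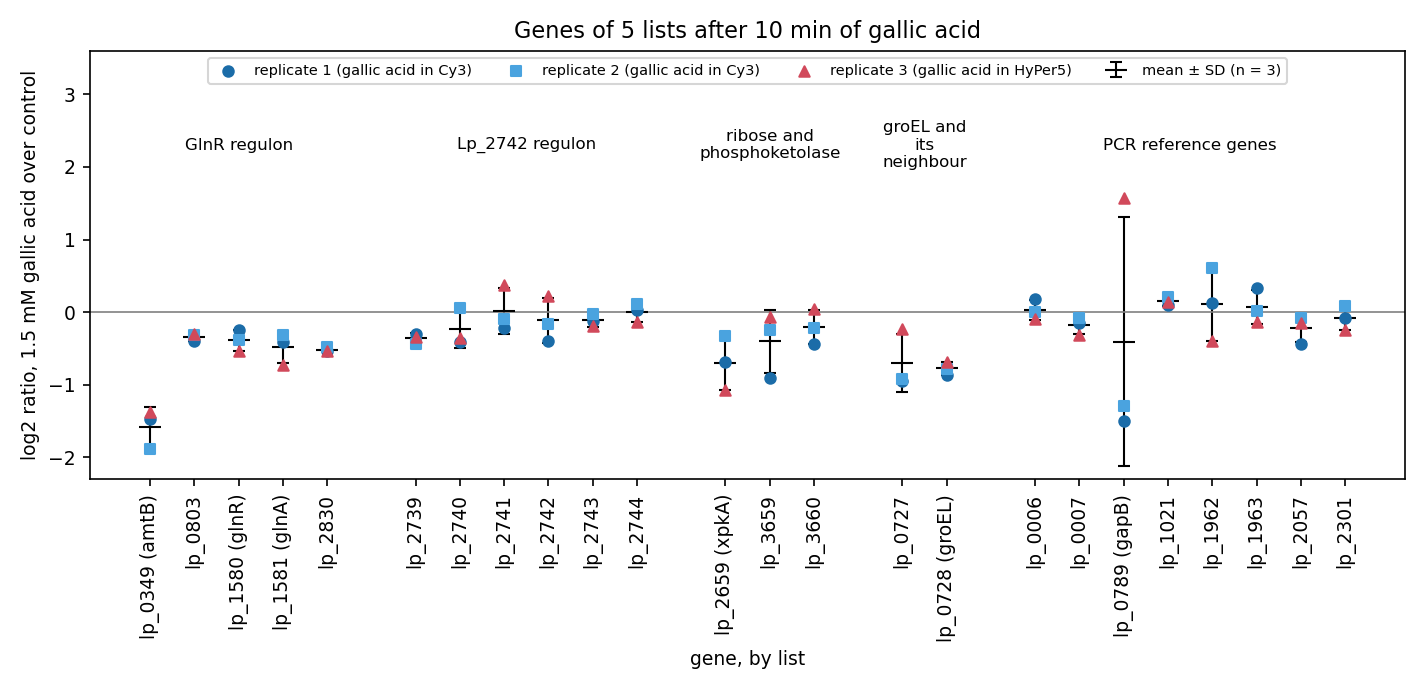
Log2 ratio of GA over control (vertical axis) for genes of 5 lists (horizontal axis), with a marker per array and the mean ± SD (n = 3). Of these genes only amtB passed over all genes, and gapB lies at -1.50 and -1.29 on the arrays with GA in Cy3 and at 1.57 on the array with GA in HyPer5.

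A dye coefficient beside the treatment coefficient was fitted for 3015 genes to separate the dye orientation from GA. It passed an adjusted p of 0.05 for 3 genes, which were gapB, lp_0415 and lp_3581a, all brighter in HyPer5 than in Cy3 relative to the other genes. Replicate 3 alone has its orientation, so that this coefficient also holds any difference of its cultures, or of its place on the slide, from the others. A gene's own spread in this fit comes from replicates 1 and 2 only, and that of replicate 3 is not measured. With the dye term the 11 genes kept their calls and lp_0275 and lp_tRNA44 were added, giving 11 higher and 2 lower genes. On replicates 1, 2 and 3, lp_tRNA44 stood at 0.23, -0.10 and 2.27 and lp_0275 at 0.39, 0.54 and 1.46. Both added calls thus lean on replicate 3. Across genes, which are not independent replicates, the ratios of replicates 1 and 2 correlated at r = 0.65, those of replicates 1 and 3 at 0.39 and those of replicates 2 and 3 at 0.30.

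**Figure D4:**
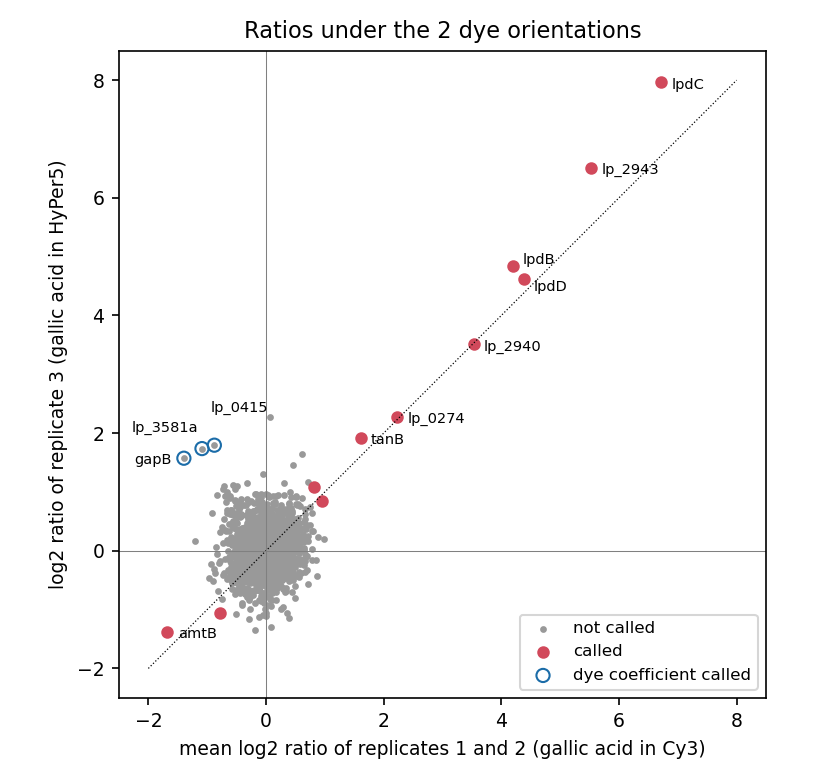
Log2 ratio on replicate 3, with GA in HyPer5 (vertical axis), against the mean log2 ratio of replicates 1 and 2, with GA in Cy3 (horizontal axis), a point per gene and a dotted line of equal values. Each of the 11 called genes lies on one side of 0 on both axes, with lpdC above the line at 7.96 on the vertical axis, and the 3 circled genes with a called dye coefficient lie on opposite sides of 0 on the axes.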

Values the study reported

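The study sorted genes whose log2 ratio changed by at least ±1.5 at p < 0.05, and its methods name a fold change of ±1.5 at nominal p < 0.05 with a false discovery rate under 5%. It reported 14 differentially expressed genes at 1.5 mM GA. At 15 mM GA, a dose not analysed here, it reported 40 affected transcripts, of which 15 were upregulated and 25 downregulated. At that dose it gave an induction of 272.1-fold for lpdC, 73-fold for lp_2943, 26.3-fold for lpdB and 24.0-fold for lpdD.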

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

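The quantile normalisation of both channels was added after seeing the data, and all other alternatives were planned before the data were examined. The 8 genes lpdB, lpdD, lp_0274, amtB, lp_2940, lp_2943, lpdC and tanB were called under all 15 alternative settings of processing or arrays, and lpdC ranged from 6.72 to 7.64. The call was lost for lp_2954 under 9, for dsdA under 8 and for lp_2948 under 4 of these settings, with adjusted p of up to 0.315, 0.329 and 0.252. Without replicate 1 or replicate 2, 8 genes were called, and without replicate 3 it was 14. The arrays left without replicate 3 both carried GA in Cy3, so that setting cannot separate GA from the dye. All 11 called genes kept their direction throughout, as did 52 of the 74 named genes, and the 22 that turned were uncalled. Aquantile normalisation leaves ratios as they are by construction. Each array is itself a pair, so that the main fit is already paired, and no further pairing by replicate number was possible within 1 group. With the dim probes left out, 2916 genes were tested and the calls of dsdA and lp_2954 were lost, while their log2 ratios stayed at -0.87 and 0.90 and the prior degrees of freedom fell from 5.58 to 4.66. The uncalled genes groEL, lp_0727 and lp_tRNA12 gained a call under 3 settings each, including the authors' normalised table and quantile normalisation, lp_0275 with the dye term, lp_2949 with a trended, robust variance and gapB without replicate 3. The cause of the changes below was not tested, except that looser or stricter thresholds change counts by construction.

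Genes called lower, 2 here, numbered 1 with an offset of 0, median centring, dim probes left out, outlier spots kept, the median of the probes, a log2 minimum of 1 or 1.5 and a count of each gene with any called probe. They numbered 8 in the authors' normalised table, where 17 genes were called in all, and 7 with quantile normalisation of both channels, where 9 were higher. The log ratios of the scanner software gave 7 higher and 3 lower genes. With 1 array left out, genes called lower ranged from 1 to 5, probes called lower from 3 to 11, all probes called from 21 to 42 (42 without replicate 3) and adjacent called pairs from 2 to 3. Adjacent pairs were 2 with the software's log ratios and with median centring. Probes called lower were 4 with the dye term and 4 with a trended, robust variance. At an unadjusted p under 0.05 and a fold of 1.5, 33 genes were higher and 17 lower (50 in all), as were 157 and 131 probes (288 in all).

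List medians turned or changed their call, made with the preset correlation, as follows. With median centring the ribosomal protein span was -0.45, the PCR control genes -0.23, prophage Lp1 0.16 and the tRNA probes -0.20, all then past the threshold, and prophage Lp2 was 0.016, the atpC group -0.13 and the cps4 group -0.086, none of them then past it. From the authors' normalised table prophage Lp1 was 0.086 and passed, prophage Lp2 was -0.12 and did not, and the tRNA probes were -0.089. With quantile normalisation prophage Lp1 was 0.11 and passed, prophage Lp2 (-0.089) and the atpC group (0.14) did not, and the tRNA probes were -0.067. With the dye term the ribosomal span was 0.13 and passed, prophage Lp1 was 0.086 and passed, and the other higher-dose genes were -0.051. The latter were -0.011 with the software's log ratios and -0.095 with the median of the probes. The ribosomal span was 0.0044 with the software's ratios, and the tRNA probes were -0.0089 with outlier spots kept. With 1 array left out, medians ranged from -0.49 (without replicate 3) to 0.16 (without replicate 2) for the ribosomal span, both past the threshold, from -0.066 to 0.11 for the other higher-dose genes, 0.051 to 0.097 for prophage Lp1, -0.052 to 0.048 for the PCR control genes, -0.28 to -0.14 for the cps4 group, -0.17 to -0.059 for Lp_2742, -0.096 to -0.066 for prophage Lp2, -0.50 to -0.15 for the ribose list, 0.55 to 1.16 for the lpdB neighbourhood and -0.12 to 0.10 for the tRNA probes. The lists of gallate decarboxylase, other core genes, both neighbourhoods, GlnR, Lp_2742, ribose and pst kept their direction and side of the threshold under the 15 settings.

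Log2 ratios of uncalled genes turned as follows. Without background correction, lp_3271 was 0.073. With the log ratios of the scanner software, lp_0006 was -0.057, lp_1963 -0.013, lp_2741 -0.11, lp_2744 -0.11. With median centring, lp_0006 was -0.14, lp_1021 -0.17, lp_1058 -0.23, lp_1425 0.027, lp_1962 -0.087, lp_1963 -0.089, lp_2365 -0.099, lp_2366 -0.11, lp_2367 -0.12, lp_2368 -0.092, lp_2741 -0.081, lp_2744 -0.054, lp_3271 0.053. From the authors' normalised table, lp_0006 was -0.14, lp_1962 -0.092, lp_1963 -0.099, lp_2741 -0.096, lp_2744 -0.094. With the dye term, lp_0789 was 0.089, lp_1038 0.044, lp_1039 0.031, lp_1060 0.048, lp_1962 -0.016, lp_2744 -0.033. With outlier spots kept, lp_2741 was -0.089. With the median of the probes, lp_0746 was 0.00021, lp_2229 -0.027, lp_2741 -0.046. With quantile normalisation of both channels, lp_0006 was -0.15, lp_1962 -0.083, lp_1963 -0.11, lp_2741 -0.095, lp_2744 -0.076. With 1 array left out, values turned for lp_0006 (-0.045 to 0.093), gapB (-1.40 to 0.14), lp_1038 (-0.57 to 0.064), lp_1039 (-0.51 to 0.12), lp_1060 (-0.60 to 0.087), lp_1425 (-0.29 to 0.031), lp_1962 (-0.14 to 0.37), lp_1963 (-0.058 to 0.17), lp_2301 (-0.16 to 0.0038), lp_2741 (-0.16 to 0.14), lp_2742 (-0.28 to 0.031), lp_2744 (-0.053 to 0.077), lp_3271 (-0.18 to 0.023) and lp_3664 (-0.087 to 0.044).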

Other observations

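The tests of the offset, of the dye orientation or the culture pair of replicate 3, of the difference between the culture pairs, of neighbouring dye coefficients with level and base composition taken out, of the 13-gene run against random gene orders and of its sign on the swapped array were chosen only after the result was seen, and the others in this part were planned before. The number of genes called was 11 with the signs the labels give and at most 0 with any of the other sign patterns of the 3 arrays, and for probes it was 23 against at most 0. These are 1 of 4 patterns each, too few for a share under 0.05. At an unadjusted p under 0.05, 369 genes passed with the labelled signs and 279 with the sign of replicate 3 turned, the pattern that a dye effect would give.

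A stretch of 13 genes from lp_1670 to lp_1682 lay below 0 without a call, and their functions are not given in the sources used here. The log2 ratios ran from -0.77 for lp_1682 to -0.42 for lp_1676 with a mean of -0.52, each of the 13 was below 0 on all 3 arrays, and the smallest adjusted p was 0.123. The mean was -0.85 with median centring, without a call, and -0.70 both in the authors' normalised table and with quantile normalisation of both channels, where lp_1675 was called. The median of all genes was -0.066 in that table and -0.055 with that normalisation, against 0.0031 in the main fit. Genes matched on level were not compared in these settings, so the larger falls there may not be particular to this stretch. Small rises without a call stood together elsewhere, as at lp_0168, lp_0169, lp_0170 and lp_0171 with 0.61, 0.52, 0.64 and 0.65, of which lp_0170 and lp_0171 were called with a trended, robust variance. The pair lp_2027 and lp_2028 stood at -0.63 and -0.53, and lp_2027 was called in the authors' normalised table and with quantile normalisation. Without the called genes, the treatment coefficients of neighbouring genes correlated at r = 0.48 across genes.

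The run from lp_1670 to lp_1682 was weighed against 3 technical explanations. No window of 13 genes in 10000 random gene orders was as far from 0 as its mean of -0.52 (permutation p = 0.0001, the smallest these orders can give), but random orders break up transcription units, and 14 separate stretches of the genome passed the 95th percentile of those orders. An intensity trend left after loess is argued against by 87 genes matched on level, whose median was -0.033. A dye effect is argued against by the swapped array, on which 13 of the 13 genes were below 0. A small joint fall of these genes after GA may therefore be real, which is a hypothesis found and tested on the same arrays, and a difference in growth between treated and control cultures stays open and untested.

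Replicates 1 and 2 shared small ratio differences that replicate 3 did not. Without the called genes their ratios correlated at r = 0.49 across genes, against 0.14 for replicates 1 and 3 and -0.12 for replicates 2 and 3. Weak spots as the source are argued against by the brighter genes, where r of replicates 1 and 2 was 0.71 against 0.27 in the dimmer ones. A gene-specific dye effect and a difference between the culture pairs cannot be told apart, because replicate 3 differs from the others in both. By the numbering of the arrays it may differ in its place on the slide too, which could not be separated either. Neighbouring genes' dye coefficients correlated at 0.235, above the 0.2 set beforehand as speaking against a dye effect. The highest value in 10000 random gene orders was 0.0744. The bound of 0.2 took no account of neighbours sharing brightness and base composition. With these taken out the correlation was 0.174, under 0.2 but still above the 0.0744 of random orders. The probes of a gene shared their dye coefficient with an intraclass correlation of 0.229, against 0.541 for the treatment coefficient.

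The genes lpdC, lp_2943 and lpdB had larger ratios on replicate 3 than on the other arrays, by 0.960 on average, while replicates 1 and 2 differed by at most 0.11 there and by up to 0.53 in the authors' normalised table. Without background correction the gap was 0.720 and replicates 1 and 2 differed by up to 0.42. With the ratios of the scanner software the gap was 0.695, no larger than the difference of up to 0.71 between replicates 1 and 2. The offset is argued against, since the gap was 0.963 with an offset of 0, where replicates 1 and 2 differed by at most 0.16. Median centring left a gap of 0.688, on the side of the bound set beforehand that speaks against the loess curve as a source. However, replicates 1 and 2 then differed by up to 0.41, so the loess curve stays open. Dye orientation, the third culture pair and a possible difference in place on the slide cannot be told apart, since 1 array holds them all.

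At a nominal p under 0.05 and a log2 ratio of at least 1.5, 8 genes were counted here, and 8 genes had at least 1 such spot in the authors' deposited table. At a nominal p under 0.05 and a fold of at least 1.5, 50 genes were counted here as gene means, against 336 genes with at least 1 such spot in that table. At an adjusted p under 0.05 and a fold of at least 1.5, 11 genes were counted here, against 14 genes with at least 1 such spot in that table. These 14 differ from the 14 of the study, since lp_1682 is among them and lp_0803, which the study lists at this dose, is not. Of the genes in the authors' deposited table at that threshold, lp_0250, lp_0728, lp_1682, lp_2949 and lp_3012 were called at 1 or 2 spots only and not as gene means here.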
